# Evidence for conserved post-transcriptional roles of unitary pseudogenes and for frequent bifunctionality of mRNAs

**DOI:** 10.1186/gb-2012-13-11-r102

**Published:** 2012-11-15

**Authors:** Ana C Marques, Jennifer Tan, Sheena Lee, Lesheng Kong, Andreas Heger, Chris P Ponting

## Abstract

**Background:**

Recent reports have highlighted instances of mRNAs that, in addition to coding for protein, regulate the abundance of related transcripts by altering microRNA availability. These two mRNA roles - one mediated by RNA and the other by protein - are inter-dependent and hence cannot easily be separated. Whether the RNA-mediated role of transcripts is important, *per se*, or whether it is a relatively innocuous consequence of competition by different transcripts for microRNA binding remains unknown.

**Results:**

Here we took advantage of 48 loci that encoded proteins in the earliest eutherian ancestor, but whose protein-coding capability has since been lost specifically during rodent evolution. Sixty-five percent of such loci, which we term 'unitary pseudogenes', have retained their expression in mouse and their transcripts exhibit conserved tissue expression profiles. The maintenance of these unitary pseudogenes' spatial expression profiles is associated with conservation of their microRNA response elements and these appear to preserve the post-transcriptional roles of their protein-coding ancestor. We used mouse *Pbcas4*, an exemplar of these transcribed unitary pseudogenes, to experimentally test our genome-wide predictions. We demonstrate that the role of *Pbcas4 *as a competitive endogenous RNA has been conserved and has outlived its ancestral gene's loss of protein-coding potential.

**Conclusions:**

These results show that post-transcriptional regulation by bifunctional mRNAs can persist over long evolutionary time periods even after their protein coding ability has been lost.

## Background

Transcript levels can be regulated in a spatiotemporal manner both transcriptionally and post-transcriptionally. Recently, a new layer of post-transcriptional expression regulation was revealed that involves competition among transcripts for binding to specific microRNAs (miRNAs; 22 to 25 nucleotide noncoding RNAs) [1-3]. Negative regulation of mRNA levels by miRNAs appears to be widespread among eukaryotes and involves the recognition and binding of mature miRNAs to miRNA response elements (MREs) that are often located in the 3' untranslated regions of target mRNAs [4-6]. miRNAs are largely preserved in animal evolution [7] and mutations in either MREs or miRNAs have been associated with gene expression changes leading to phenotypic differences (for example, [8,9]; reviewed in [4,10,11]). While these observations imply that miRNAs have considerable functional importance, their experimental deletion rarely results in overt phenotypes and the effects on gene expression of altered miRNA levels are often only modest [12]. A miRNA can regulate large numbers of transcripts [13,14], and target recognition is thought to result in decreased miRNA levels [4]. Consequently, transcripts can indirectly alter the abundance of other transcripts if they share MREs; transcripts that engage in such post-transcriptional crosstalk have been termed 'competitive endogenous RNAs' (ceRNAs) [15].

Several protein-coding transcripts have been shown to act as ceRNAs [1,16]. The protein-coding and miRNA-mediated roles of mRNAs are not independent: targeting of miRNAs to a transcript's MREs can result in decrease levels of its encoded protein and mRNA abundance will regulate, through competition for miRNAs, the levels of other transcripts [1,16,17]. It is this coupling between RNA- and protein-dependent functions of a transcript that renders the biological importance and implications of ceRNAs so difficult to determine. As a result, it has remained unclear whether a transcript's MREs might be sufficiently important for its miRNA decoy function to act autonomously of its protein-coding capability - for example, by conferring robustness to transcriptional networks or by buffering genetic noise [12]. Noncoding transcripts have also been shown to function as competitive endogenous RNAs [2,18]. Whether these noncoding ceRNAs have other functions - for example, with additional transcriptional or chromatin regulation roles [19] - remains to be established.

To date, studies have only focused on the post-transcriptional roles of transcribed pseudogenes that share MREs with their duplicated homologous transcripts (reviewed in [20,21]). *PTENP1*, for example, is a processed (that is, retroduplicated) pseudogene that acts as a ceRNA by modulating the expression level of its parental gene *PTEN*, a known tumor suppressor, with which it shares several predicted MREs [11]. Complete or partial deletion of *PTENP1 *occurs in several human tumors and is associated with decreased expression of *PTEN*, which in turn is expected to result in cell proliferation [1,22]. *PTENP1*, and other transcribed pseudogenized gene duplicates [11], provide important insights into the origin of new competitive endogenous RNAs by gene duplication that establish indirect transcript-transcript interactions between homologous, including parent-retroduplicated, gene pairs. Nevertheless, because most ceRNA networks will involve crosstalk between multiple, often non-homologous, transcripts [3,16,20], we have as yet little information on the relative importance of miRNA-mediated roles of mRNAs - for example, whether these are subordinate to their presumed primary, often protein-coding, functions. Only by addressing this question will we be able to understand fully the contribution of such post-transcriptional regulatory mechanisms to animal transcriptional regulation.

To separate the RNA- from the protein-mediated actions of mRNAs, we identified genes that each lost their role as a protein-coding message in the rodent lineage (including mice and rats), and compared them to their human orthologs that each retained protein-coding capability; these are termed unitary pseudogenes. In contrast to the high number of duplicated and retroduplicated pseudogenes (of which *PTENP1 *is an example) in mammalian genomes [23,24], unitary pseudogenes are rare. Unitary pseudogenes derive from the lineage-specific acquisition of disrupting mutations in the coding sequences of genes [25-28]. Some pseudogenes have been observed to be transcribed and can function as RNAs, and thus might be considered to be *bona fide *genes [29].

Investigations of transcribed unitary pseudogenes allow us to dissect their miRNA-mediated roles away from their ancestral protein-coding functions (Figure 1a). In-so-doing, we are able to consider whether these noncoding roles have been conserved between humans and rodents since they last shared a common protein-coding ancestor approximately 90 million years ago. Conservation of ancestral post-transcriptional miRNA decoy functions would imply that the miRNA-mediated interactions between transcripts are biologically relevant, linking, for example, functionally related genes [30] or serving as a post-transcriptional buffer of gene expression.

**Figure 1:**
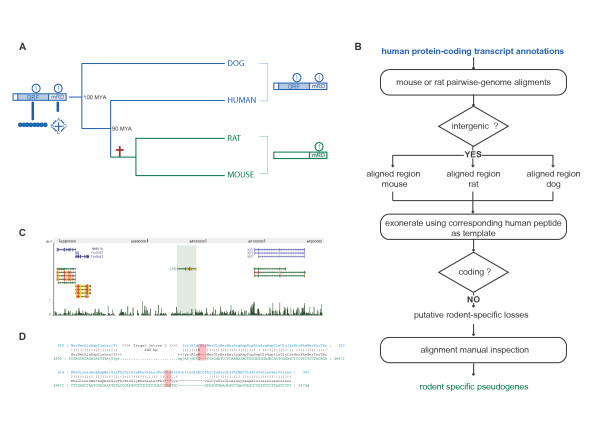
**Identification of rodent-specific unitary pseudogenes**. **(a) **Evolution of rodent-specific pseudogenized bifunctional transcripts. An ancestral transcript encoding a functional (shown by the exclamation mark) protein (vertical lines indicate an intact open reading frame (ORF)) and with a role as a miRNA decoy (mRD) has accumulated one or more mutations disabling its ORF (red cross) on the lineage leading to rodents. As a result the mouse or rat unitary pseudogene (green) has lost its coding potential while retaining its function as a competitive endogenous RNA while both functions are conserved in the protein-coding loci (blue) in human or dog. MYA, million years ago. **(b) **Flowchart for identifying rodent-specific losses of human protein-coding genes. **(c) **Genome browser view of the transmap annotation (green block) for the mouse unitary pseudogene of human *carboxypeptidase O *(*CPO*). This unitary pseudogene is located in an intergenic region of the mouse genome (chr1:63,950,645-63,982,545, mm9). Protein-coding genes downstream (*Fastkd2*) and upstream (*Klf7*) of this sequence are conserved between mouse and human as illustrated by the overlap between transmap and the UCSC protein coding gene annotations (in blue). The mammalian conservation track on the bottom (UCSC genome browser) shows the degree of placental mammal base pair conservation (20 species). **(d) **Portion of pairwise alignment between the human CPO peptide (blue) and the syntenic sequence in mouse (green). Highlighted in red are a frame shifting deletion at the start of exon 3 and the resulting downstream premature stop codon.

## Results and discussion

### A stringent catalogue of rodent-specific unitary pseudogenes

We started by identifying 758 human protein coding gene transcripts whose alignments within the conserved syntenic region [28] of the mouse genome had no overlap (by 1 base pair or more) with mouse protein-coding gene annotations (ENSEMBL build 67). We performed exhaustive 6-frame translated pairwise [31] alignments between the 758 human polypeptide templates and their regions of conserved synteny (extended by 5 kb upstream and downstream) in the mouse and rat genomes and that of dog (used as an out-group) to identify mammalian protein-coding genes that were lost specifically in mouse and rat (that is, rodent-specific unitary pseudogenes). In the three species, we classified the sequence corresponding to the best alignment either as a unitary pseudogene or else as a conserved gene [32] (Figure 1b). Using this approach we predicted 48 human protein-coding genes (Additional file 1) that have conserved their protein-coding potential in dog and that are unitary pseudogenes in mouse and rat. Predictions were visually inspected to ensure that: 1) frame-shifting indels or premature stop codon mutations were specific to both rodents; and 2) chromosomal gene order for genes immediately upstream and downstream of the lineage-specific unitary pseudogene was conserved in all four species [33,34].

The 48 rodent-specific unitary pseudogenes are comparable in number to primate unitary pseudogenes [25,28], suggesting that proteins are lost at similar rates in the rodent and primate lineages. The human carboxypeptidase O (*CPO*) gene is one example whose mouse or rat ortholog is a unitary pseudogene (Figure 1c, d). It maps to an unannotated region of the mouse genome (Figure 1c) whose pairwise human-mouse alignment reveals two disabling mutations (Figure 1d; Additional file 2) that are predicted to result in a truncated open reading frame in the rodent *CPO *orthologous sequence.

### Transcribed mouse unitary pseudogenes do not encode conserved peptides

We used publicly available RNAseq data across six adult mouse tissues to identify rodent-specific unitary pseudogenes that are transcribed in these mouse tissues [35]. We were able to assemble transcripts, or fragments thereof, using Cufflinks [36] (Materials and methods; Additional file 3) for 17 (35%) of these rodent-specific unitary pseudogenes. We then validated the expression of 16 of these 17 unitary pseudogenes using a second RNAseq dataset that includes data from 19 mouse tissues/cells and that has a higher sequencing depth [37]. The failure to validate expression of the seventeenth unitary pseudogene (*LCNL1*) may reflect this transcript's relatively low expression level. This unitary pseudogene has a H3K4me3 mark [37], an indicator of transcription initiation, in the cerebellum, one of the three tissues in which this transcript was initially identified.

Interestingly, the second RNA-seq dataset supported the expression of a further 15 unitary pseudogenes (Additional file 4), suggesting that at least 65% of the rodent-specific unitary pseudogenes are expressed.

Concentrating on the 17 unitary pseudogenes with expression evidence from both datasets [35,37] (Additional file 3), we next considered whether their *de novo *assembled transcripts (Additional file 3) encode proteins. The median score associated with codon substitution frequencies between mouse and rat [38] for unitary pseudogene transcripts was found to be -16.1, which is smaller than zero, as expected for noncoding regions [38], and substantially smaller than the corresponding score (25.4) for 1,000 randomly selected protein-coding gene transcript fragments matched in size to the unitary pseudogene transcripts (*P *< 10^-16^, two-tailed Mann-Whitney test; Additional file 5). The nucleotide substitution pattern between mouse and rat indicates that these transcribed unitary pseudogenes are unlikely to encode a conserved protein. We next estimated the coding potential of mouse unitary pseudogene transcripts using CPC [39], which considers the length of putative open reading frames and their homology to known mammalian proteins. Only 3 out of the 97 transcripts longer than 200 nucleotides were annotated as coding. As expected, the putative open reading frames in these transcripts are homologous but incomplete due to the accumulation of deleterious mutations to the protein-coding ortholog in humans. Furthermore, the fraction of unitary pseudogene transcripts annotated as coding is over 20 times smaller than found for 1,000 randomly selected protein-coding transcript fragments with matching size, a highly significant difference (656/1,000, *P *< 10^-4^, two-tailed Fisher's exact test). These findings indicate the 17 transcribed unitary pseudogenes are unlikely to have retained their protein-coding capacity.

### miRNA decoy functions are preserved after loss of protein-coding potential

We next compared the expression level (FPKM values; total number of fragments per kilobase of sequence per million reads mapped) and tissue specificity (maxT*_S_*) between unitary transcribed pseudogenes and protein-coding genes (Additional file 6; Materials and methods) across six adult mouse tissues [35]. The median expression of transcribed unitary transcripts (median FPKM = 0.56; Additional files 6 and 7) is significantly lower than that of protein-coding genes (median FPKM = 2.91, *P *< 10^-4^, two-tailed Mann-Whitney test; Additional files 6 and 7). In contrast, mouse unitary pseudogenes are as ubiquitously expressed in adult mice (Materials and methods) as protein-coding genes (median maxT*_S _*= 0.26 and 0.28, respectively; *P *= 0.42, two-tailed Mann-Whitney test; Additional files 6 and 7).

If a transcribed mouse unitary pseudogene has maintained the decoy roles of its protein-coding ancestral transcript (Figure 1a), one expects that its tissue expression profile would be conserved and thus shared with its protein-coding human ortholog. Indeed, we found (see Materials and methods) that these 17 mouse unitary pseudogene-human gene ortholog pairs are more highly correlated (median Pearson correlation coefficient = 0.20) than randomly sampled pairs of protein-coding genes (median Pearson correlation coefficient = 0; Additional file 8) in their expression profiles. This implies that the relative expression levels of these unitary pseudogene transcripts, across the adult tissues we tested, were preserved, at least in part, after loss of protein coding capability.

We then looked for the conservation of post-transcriptional regulatory networks involving the mouse unitary pseudogene or its human protein-coding gene ortholog. To do this, we asked whether a gene pair whose tissue expression values are significantly positively correlated in mouse are also significantly positively correlated in their expression in human. For a mouse gene, *M_i_*, we identified a set of mouse genes, *m*, whose expression is significantly correlated (empirical *P*-value < 0.05) with *M_i_*. Similarly, for the human one-to-one orthologous gene, *H_i_*, of mouse *M_i_*, we identified the set of human genes, *h*, whose expression is significantly correlated with *H_i_*'s expression values. Finally, we calculated the fraction, *f_i_*, of all mouse genes in set *m *that have human one-to-one orthologs in set *h *with positively correlated expression levels (Figure 2a). When *M_i _*and *H_i _*are an orthologous pair of protein-coding genes, the median fraction *f *of *h *with *m *is 5.5% (Figure 2a). When *M_i _*is a mouse transcribed unitary pseudogene and *H_i _*is its orthologous protein-coding gene, the median fraction *f *is 1.0% (*P *< 0.05, two-tailed Mann-Whitney test; Figure 2b). When mouse *M_i _*and human *H_i _*genes are randomly paired, the median fraction *f *is significantly smaller (median = 0, *P *< 4 × 10^-8^, two-tailed Mann-Whitney test; Figure 2b). This analysis provides evidence, albeit at lower levels than for mouse-human protein-coding pairs, for the conservation of expression for orthologous mouse unitary pseudogene-human gene pairs. The conservation of their expression patterns is likely due to the preservation of their ancestral regulatory elements. We hypothesized that this conservation reflects, at least in part, the preservation of post-transcriptional networks involving these rodent-specific unitary pseudogene transcripts after the loss of their ancestral protein-coding capability (Figure 1a).

**Figure 2:**
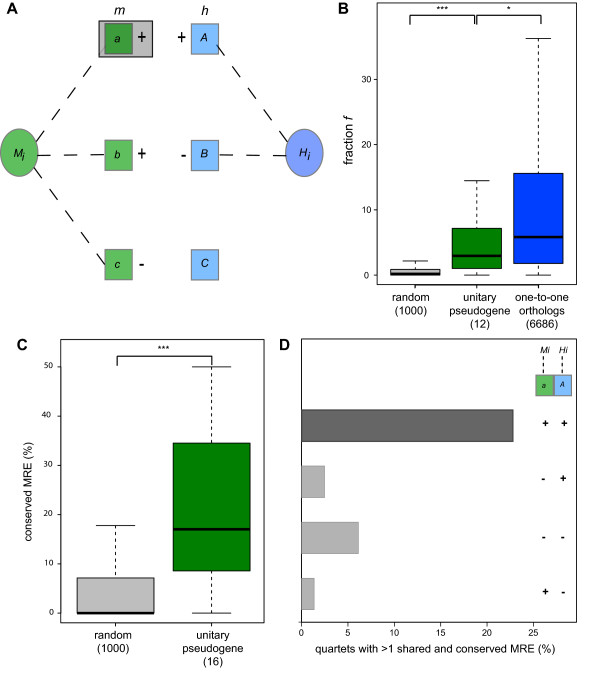
**Conserved genetic interactions of transcribed unitary pseudogenes**. **(a) **We estimated the correlation in expression between orthologous mouse (green) or human (blue) loci (*M_i _*and *H_i_*, respectively, ovals) and other protein-coding genes (rectangles) annotated in mouse or human genomes. We retained only genes exhibiting significantly (empirical *P*-value < 0.05) positive (+) and negative (-) correlation with *M_i _*or *H_i _*tissue expression (dashed line). We identified all mouse genes (for example, 'a' boxed) whose expression profiles are significantly correlated with that of *M_i_*, and whose human one-to-one ortholog (for example, 'A') is also significantly correlated in the same direction with *H_i_*. **(b) ***f *is the fraction of mouse genes, *m*, that are significantly correlated in expression with a unitary pseudogene, *M_i_*, whose human orthologs are also significantly correlated in expression (and in the same direction, either positively or negatively) with *H_i_*, the human ortholog of *M_i_*. *f *for human protein-coding gene and mouse unitary pseudogene pairs (green) is significantly higher (***P < 0.001) than for random non-orthologous mouse and human gene pairs (grey) and significantly lower (*P < 0.05) for mouse and human one-to-one orthologs. No constitutively expressed exons (required to measure gene expression) were identified for *EXD3, THAP9, RNF175, DBF4B *and *ZBED*. Hence these genes were not considered in this analysis. **(c) **Unitary pseudogenes (green) share significantly (***P < 0.001) more MREs with their human protein-coding ortholog 3' UTR than random pairs of mouse and human protein-coding genes (grey). MRE predictions were not available for *ZBED5 *and this locus was not considered in this analysis. **(d) **Twenty-two percent of conserved significantly positively (++) correlated quartets (*Mi*-*A*-*a*-*Hi*, dark grey) share at least one MRE for the same miRNA family across the four loci. This is a significantly higher fraction than found for quartets that are significantly negatively correlated (--) or significantly correlated (+- and -+) in different directions (light grey).

If two transcripts regulate each other's expression post-transcriptionally by competing for miRNA binding, we would expect their expression to be positively, rather than negatively, correlated [33]. We identified 19,703 mouse unitary pseudogene-mouse gene pairs whose expression profiles are positively correlated. Of these pairs, 1,340 (6.8%) have human orthologs whose expression profiles are also positively correlated (hereafter, termed conserved positively correlated quartets). In contrast, of the 13,579 negatively correlated pairs, a significantly lower proportion (607/13,579, 4.4%, two-tailed chi-square test, *P *< 10^-4^) have human orthologs whose expression profiles are also negatively correlated. This higher level of preserved positive correlation is consistent with these transcripts forming part of conserved ceRNA networks.

We next investigated whether this conservation of post-transcriptional networks is mediated by the preservation of orthologous miRNAs and their cognate MREs in mouse and human orthologous 3' untranslated regions (3' UTRs). We found that almost a fifth (17%) of MREs predicted in mouse unitary pseudogene transcripts are also identified in the 3' UTR of their human protein-coding orthologs. This is significantly higher than expected based on shared MREs between random pairs of mouse and human protein-coding non-orthologous 3' UTRs (0, *P *< 10^-4^, two-tailed Mann-Whitney test; Figure 2c). Next we identified MREs predicted in mouse unitary pseudogenes (*M_i_*) that were shared with protein-coding genes with which they had correlated expression. We considered 1,340 quartets of mouse and human loci that contain one of the mouse unitary pseudogenes (*M_i_*) and its human protein-coding ortholog (*H_i_*), and a pair of mouse and human orthologous genes that are each positively correlated in expression profile with *M_i _*or *H_i _*(Figure 2a and see above). For 22% of these conserved positively correlated quartets at least one MRE predicted in *M_i_*, the mouse unitary pseudogene, was also predicted in the 3' UTRs of each of the three other genes in the quartet. This is a significantly higher fraction (1.3 to 6.1%, *P *< 10^-3^, two-tailed Fisher's exact test; Figure 2d) than found for gene quartets associated either with significant negative expression correlations or with significant correlations that are in opposing directions in mouse and human (Figure 2d).

Taken together, these results suggest transcribed rodent-specific unitary pseudogenes frequently conserve their protein-coding ancestor's post-transcriptional roles and networks, and act as competitive endogenous RNAs.

### *BCAS4 *pseudogene, *Pbcas4*, is a conserved competitive endogenous RNA

Our computational findings predict that mouse transcribed unitary pseudogenes are ceRNAs and that this post-transcriptional regulator function is ancestral and shared with their orthologous human protein-coding genes. To investigate this prediction, we chose *Pbcas4*, one of the 17 mouse unitary pseudogenes, for further study on the basis of its ubiquitous and relatively high expression in mouse adult tissues (Additional file 7). Mouse *Pbcas4 *is the transcribed unitary pseudogene of human *BCAS4 *(Figure 3a), which has protein-coding orthologs conserved from diptera to early branching vertebrates. The full-length transcript of mouse *Pbcas4*, as determined using rapid amplification of cDNA ends (RACE) in neuroblastoma cells (N2A), corresponds only to the human *BCAS4 *3' UTR sequence (Figure 3a).

**Figure 3:**
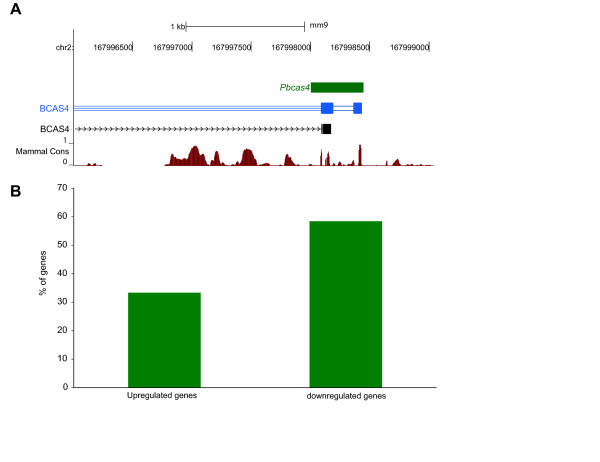
**The conserved function of *Pbcas4 *as a competitive endogenous RNA**. **(a) **Genome browser view of the transmap annotation (blue track) for the *human breast carcinoma amplified sequence 4 *(*BCAS4*) unitary pseudogene in mouse, *pbcas4*. The tBLASTn alignment available from UCSC between the BCAS4 peptide and the mouse genome is in grey. The full length transcript in N2A (green) is transcribed from chr2:167,998,005-167,998,447 (mm9) and aligns to the 3' UTR region of the human *BCAS4 *gene The mammalian conservation track on the bottom (UCSC genome browser) shows the degree of placental mammal base pair conservation (20 species). **(b) **Knock-down of *Pbcas4 *expression leads to down-regulation of protein-coding genes that have conserved human and mouse MREs for miR-185/882 and miR-665 families. The percentage of genes that have a conserved (mouse and human) MRE for either miR-185/882 or miR-665 (Y-axis) is 33% and 58% for genes up- and down-regulated, respectively, upon *Pbcas4 *knockdown.

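RNA from N2A cells, a mouse neuroblastoma line, was profiled on Affymetrix Mouse Gene 1.0 ST arrays. There were 3 arrays from cells transfected with an shRNA construct against Pbcas4 and 3 from cells transfected with a scramble construct, with transfections in triplicate according to the study's methods. Cells were plated at 100000 per well, transfected with 4 μg of construct according to the methods (the sample labels give 4 mg) and harvested after 72 h, and 200 ng of RNA was labelled for each array. Additional file 1 places the unitary pseudogene of BCAS4 on chromosome 2 of mm9, from 167942839 to 167998429. The probe annotation used here names neither Pbcas4 nor BCAS4, so the level of Pbcas4 itself was not analysed here. The authors' values are on a log2 scale and were already summarized to 1 value per probe and normalized between arrays, and the sources used here do not name the method. The table held 35556 probes, of which 21789 carried exactly 1 gene symbol, 1621 carried several and 12146 carried none. The probes with 1 symbol covered 19938 genes, and a gene with several probes was represented by the one with the highest mean. Array medians were between 7.75 and 7.86, and sorted values differed between arrays by at most 0.17. Across all probes, which are not independent replicates, scramble replicate 1 correlated more closely with the shRNA arrays (r = 0.990 to 0.993) than with the other scramble arrays (r = 0.987 to 0.988). From these values, limma was fitted with 1 term for the construct and its moderated test was adjusted over all probes by Benjamini-Hochberg. A gene was called at an adjusted p under 0.05 with a log2 difference between the condition means over 0.5 in size. In simulated arrays with the residual spread of these data, 68.8% of changes of 1 on the log2 scale were recovered and 8.8% of changes of 0.5. The simulation was set from means and residual SDs, which hold no correlation between genes. Its rates thus need not carry over to these arrays. Each p measures the spread between transfections, and the number of arrays limits the precision.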

To investigate the transcriptome-wide effect of reduced abundance of *Pbcas4 *transcripts in N2A cells, we designed and cloned short hairpin sequences (shRNAs; Additional file 9) specific to target *Pbcas4 *and used microarray technology to estimate transcript expression change. 

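By condition mean, lists of cell division genes were higher in the Pbcas4 shRNA arrays than in the scramble arrays. Lists of neuronal, catecholamine and cholesterol synthesis genes were lower. Single arrays of the conditions overlapped for the cell division and cholesterol lists, and 0 members of any list passed over all genes. Of 29 gene lists, 10 passed camera, limma's test of a list against all other genes, at an adjusted p under 0.05 with a preset correlation of 0.01 between genes, 2 of them higher and 8 lower. With a correlation estimated from the arrays, 0 lists passed and the lowest adjusted p was 0.207. All 19 measured genes of mitosis had a higher mean in the shRNA arrays, with a median log2 difference of 0.73 (adjusted p = 9.5e-10, and adjusted p = 0.903 with an estimated correlation). At an unadjusted p under 0.05, 11 of them were higher, 0 of them passed over all genes and 0 when adjusted over the list alone. Bub1, a kinase of the spindle checkpoint, was at 12.45 ± 0.20 (SD, n = 3) in the shRNA arrays and 11.60 ± 0.60 (SD, n = 3) in the scramble arrays. Plk1, a kinase that drives mitosis, was at 12.63 and 11.85 (log2 difference 0.77, standard error 0.26, adjusted p = 0.431 from limma). All 20 genes of DNA replication and S phase also had a higher mean, with a median log2 difference of 0.69 (adjusted p = 8.8e-09, and adjusted p = 0.903 with an estimated correlation), and 0 passed over all genes or when adjusted over the list alone. Mcm7, a subunit of the replicative helicase, was at 12.83 in the shRNA arrays and 12.00 in the scramble arrays (log2 difference 0.83, and 0.53 without scramble replicate 3). Scramble replicate 1 lay at the level of the shRNA arrays for both lists: the mean of the mitosis list was 12.05, 11.98 and 11.92 in the shRNA arrays and 11.93, 11.18 and 10.79 in the scramble arrays, in the order of the replicates. Without scramble replicate 3, the median of the S phase list was 0.39 and that of the mitosis list was 0.47, and without scramble replicate 1 they were 1.05 and 1.07.

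Of 24 genes of neuronal differentiation, 19 had a lower mean in the shRNA arrays, with a median log2 difference of -0.33 (adjusted p = 6.8e-07, and adjusted p = 0.499 with an estimated correlation). None passed over all genes, and 6 were lower when adjusted over the list alone, among them Chgb, a granin of secretory granules, Syp, a protein of synaptic vesicles, and Uchl1, a deubiquitinase abundant in neurons. Chgb was at 12.64 ± 0.11 (SD, n = 3) in the shRNA arrays and 13.66 ± 0.15 (SD, n = 3) in the scramble arrays (log2 difference -1.01, standard error 0.11). Its adjusted p over all probes was 0.297 from limma, a value no probe lay below, and limma called 0 of the 19938 genes. Of 16 sympathoadrenal and catecholamine genes, 13 had a lower mean, with a median log2 difference of -0.27 (adjusted p = 1.3e-05, and adjusted p = 0.207 with an estimated correlation). This list alone also passed fry, limma's rotation test of whether a list moves one way (adjusted p = 0.0405). When adjusted over the list alone, 2 of its genes were lower: Th, tyrosine hydroxylase, which makes the catecholamine precursor (log2 difference -1.08, standard error 0.25), and Slc18a1, a vesicular monoamine transporter (log2 difference -0.97, standard error 0.19). The list mean was 10.18, 10.13 and 10.04 in the shRNA arrays and 10.52, 10.59 and 10.44 in the scramble arrays. All 16 measured genes of cholesterol synthesis had a lower mean, with a median log2 difference of -0.30 (adjusted p = 1.2e-05, and adjusted p = 0.903 with an estimated correlation), and 0 passed over all genes or when adjusted over the list alone. Cyp51, a demethylase of that pathway, was at 11.54 and 12.05. The arrays overlapped for this list, as scramble replicate 3 lay below shRNA replicate 2. The mean of the cholesterol list was 11.62, 12.01 and 11.82 in the shRNA arrays and 12.09, 12.31 and 11.89 in the scramble arrays. Between arrays with the same replicate number, shRNA minus scramble was -0.47, -0.30 and -0.07 for this list. The lists of fibroblast, macrophage, epithelial and glial markers did not pass the test (adjusted p = 0.618 to 0.951).

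**Figure D1:**
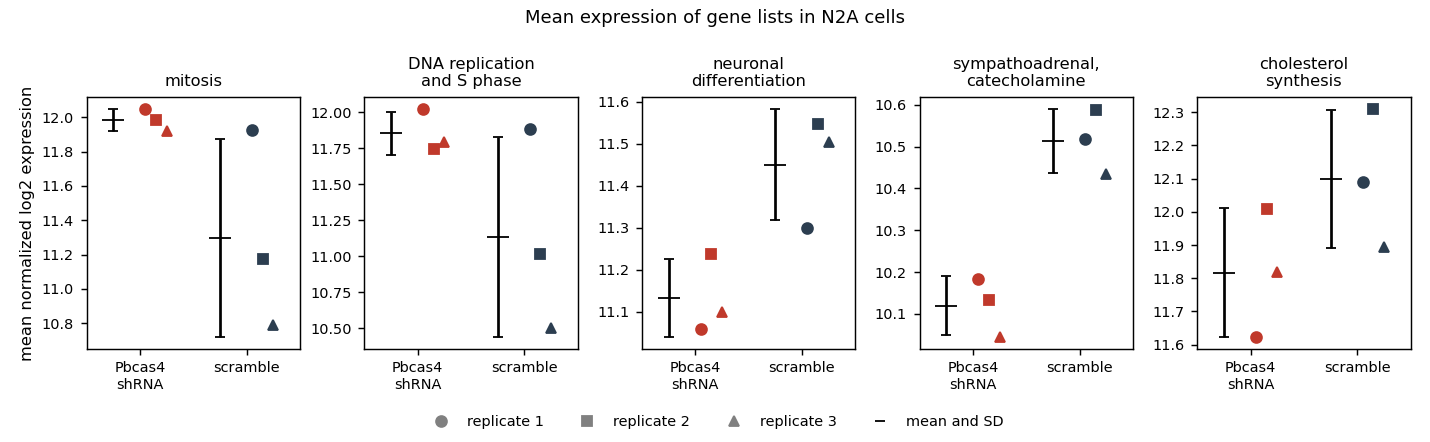
Mean normalized log2 expression of the measured genes of 5 lists in each array of N2A cells. Symbols are single arrays, bars are the mean and SD of the 3 arrays of a condition, and each panel has its own axis. For mitosis and for DNA replication, scramble replicate 1 (11.93 and 11.88) lies beside the shRNA arrays, and for sympathoadrenal genes the 3 scramble arrays lie at 10.44 to 10.59, above the shRNA arrays.

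At an unadjusted p under 0.05 with the same size criterion, limma gave 760 genes, 396 lower and 364 higher in the shRNA arrays. This is 52.1% lower (95% exact binomial interval 48.5 to 55.7, exact binomial p = 0.261, with genes that are not independent of one another). Counted as probes, 659 of 1133 were lower, or 58.2% (95% exact binomial interval 55.2 to 61.1, exact binomial p = 4.3e-08); the share was 52.3% among probes with exactly 1 symbol and 71.8% among those with none. Without the size criterion, 1119 of 2380 genes at an unadjusted p under 0.05 were lower, or 47.0% (exact binomial p = 0.00384). Counted as probes, 1837 of 3605 were lower. The shRNA and scramble values of 3343 genes did not overlap, which is 16.8% of genes against 10% by chance, and 1522 of them were lower. With array weights, which let limma trust some arrays more than others and whose estimation did not converge here, 1347 genes passed, 692 higher and 655 lower. The weights were 5.32 for shRNA replicate 3 and 2.39 for scramble replicate 2, against 0.353 to 0.875 for the other arrays.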

Decreased amounts of *Pbcas4 *led to the differential expression of 165 genes (Materials and methods), of which a significant majority (96) were down-regulated (*P *< 0.05, binomial test). If *Pbcas4 *has a conserved function as a competitive endogenous RNA, human orthologs of these 96 down-regulated protein-coding genes would be expected to exhibit positively correlated gene expression with *BCAS4*, the human protein-coding ortholog. Indeed, this was found to be the case: we identified 41 such genes, whereas 28 genes would be expected simply by chance (46% increase; *P *< 10^-4^, binomial test; Materials and methods).

Of the 12 MREs predicted in the full-length *Pbcas4 *transcript in N2A cells, 2 (miR-185/882 and miR-665) are also predicted to bind the human orthologous *BCAS4 *3' UTR. Mouse genes containing predicted MREs for either miR-185/882 or miR-665 that are predicted also in their human ortholog are nearly twice as likely (1.7-fold increase, *P *< 0.02, Fisher's exact test; Figure 3b) to be among the genes down-regulated upon *Pbcas4 *knockdown than among those that are up-regulated. This finding is consistent with *Pbcas4 *sharing a miRNA decoy function with its human protein-coding ortholog.

To test this hypothesis, we selected five protein-coding genes (*Bcl2, Ill7rd, Pnpla3, Shisa7 *and *Tapbp*; Additional file 11) whose expression was significantly down-regulated by reduced expression of *Pbcas4 *and whose mouse and human protein-coding gene orthologous pairs are both predicted to have miR-185/882 and miR-665 MREs in their 3' UTRs. 

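Bcl2, Il17rd, Pnpla3, Shisa7 and Tapbp each lay lower in all 3 Pbcas4 shRNA arrays than in any of the 3 scramble arrays, by a factor of 0.612 to 0.692 on the linear scale. Bcl2, an inhibitor of apoptosis, was at 10.06 ± 0.09 (SD, n = 3) in the shRNA arrays and 10.65 ± 0.20 (SD, n = 3) in the scramble arrays, a log2 difference of -0.59 (standard error 0.12). Il17rd, a feedback inhibitor of FGF signalling, was at 8.81 ± 0.21 and 9.34 ± 0.08 (log2 difference -0.53, standard error 0.13), and its other probe had a log2 difference of -0.26. Pnpla3, a lipid droplet protein, was at 8.44 ± 0.27 and 9.07 ± 0.02 (log2 difference -0.63, standard error 0.14). Shisa7, a synaptic membrane protein, was at 9.12 ± 0.15 and 9.81 ± 0.18 (log2 difference -0.68, standard error 0.13). Tapbp, which encodes tapasin of the MHC class I loading complex, was at 10.65 ± 0.31 and 11.36 ± 0.24 (log2 difference -0.71, standard error 0.19). The paper's reported fold changes in Additional file 10 are 0.599 to 0.675, and the ratio of the folds measured here to them was 0.977 to 1.03. Adjusted over all probes, limma gave p = 0.344 for Shisa7, 0.348 for Bcl2, 0.363 for Il17rd and Pnpla3 and 0.393 for Tapbp, and the exact two-sided permutation test gave p = 0.1 for each, the smallest that 3 arrays against 3 allow. Adjusted over these genes alone, limma gave 0.0055 to 0.0084, which is not independent evidence because the study chose the genes on these arrays. With array weights, the adjusted p over all probes was 0.0172 to 0.0227, in a fit that weighted shRNA replicate 3 (5.32) and scramble replicate 2 (2.39) most. From its finding that genes with conserved MREs are more often among the down-regulated than the up-regulated genes (Figure 3b), the paper proposes that Pbcas4 shares a miRNA decoy function with human BCAS4, and the genes were chosen to test this.

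**Figure D2:**
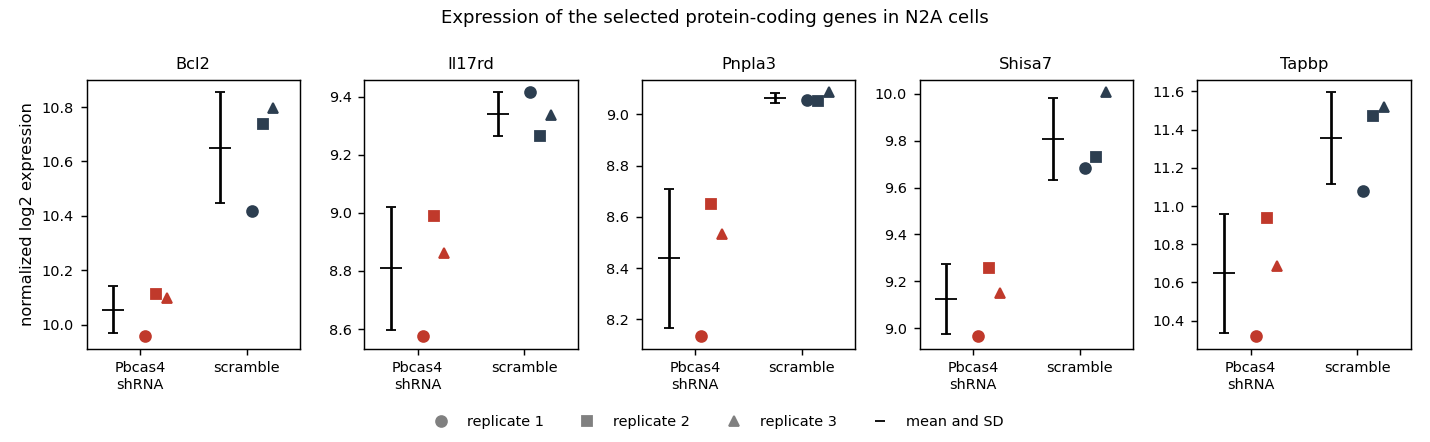
Normalized log2 expression of the 5 selected protein-coding genes in each array of N2A cells. Symbols are single arrays, bars are the mean and SD of the 3 arrays of a condition, and each panel has its own axis; in each panel the 3 shRNA arrays lie below the 3 scramble arrays.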

We tested by quantitative RT-PCR for the expression levels of *Pbcas4 *and the 5 protein-coding genes, 24 hours after transfection of mouse neuroblastoma cells with mimics of miR-185. miR-882 is not expected to be expressed in N2A cells [40]. We chose not to test miR-665 since, unlike miR-185, its mature sequence differs, by a single nucleotide, in human and mouse. Consistent with the expression of *Pbcas4 *and the 5 protein-coding gene candidates being post-transcriptionally regulated by miR-185, a 68-fold increase in this miRNA resulted in significantly reduced abundance of mouse *Pbcas4 *and each of the 5 predicted protein-coding transcript targets (*P *< 10^-4^, ANOVA, mean fold-change in expression 0.68; minimum fold-change in expression 0.34; Figure 4a, b).

**Figure 4:**
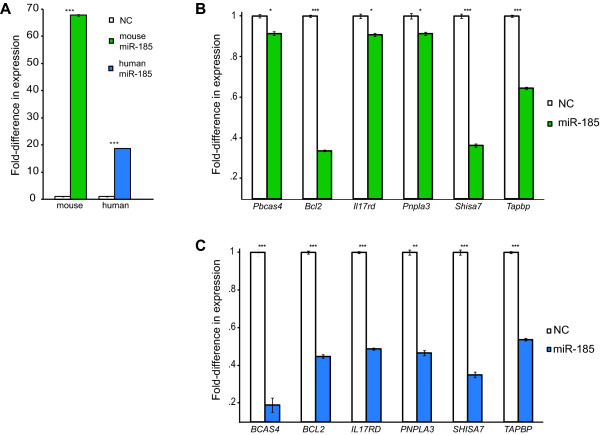
**miR-185 mediates conserved crosstalk between *Pbcas4 *and *BCAS4 *and protein-coding gene ceRNAs in mouse and human**. **(a-c) **An increased concentration of miR-185 in mouse and human neuroblastoma cells (N2A and SH-SY5Y cells, respectively) (a) leads to significant down-regulation of *Pbcas4, BCAS4 *and five mouse (b) and human (c) orthologous pairs that were predicted to compete for binding of miR-185. Asterisks indicate significance the level of the comparison (*t*-test) between the expression of target transcripts after transfection of negative control (set to 1) and miR-185 mimic (**P < 0.01; ***P < 0.001, NC; *P *> 0.01).

To test whether post-transcriptional regulation by this miRNA is conserved in humans, we similarly transfected the miR-185 miRNA mimic in human neuroblastoma cells (SH-SY5Y). It was striking that transcript abundance of *BCAS4 *and of each of the five human genes (*BCL2, ILL7RD, PNPLA3, SHISA7 *and *TAPBP*) was also significantly reduced upon a 19-fold increase in miR-185 level (*P *< 10^-4^, ANOVA, mean fold-change in expression 0.41; minimum fold-change in expression 0.19; Figure 4a, c). These results again indicate that mouse *Pbcas4 *has retained the post-transcriptional role of its protein-coding gene ancestor.

## Conclusions

Competition for miRNA-binding between transcripts with shared MREs has recently been demonstrated in animals and plants. miRNA-mediated crosstalk with many non-homologous mRNAs as participants is likely to be complex and to contribute substantially to the regulation of a transcript's cellular concentration [3,15]. However, it has remained unclear whether a transcript's role as a miRNA 'decoy' is crucial for either its molecular or organismal function, or whether the biological importance of the decoy role is marginal, owing to the promiscuity of miRNA-binding. To address this issue, we considered 48 rodent-specific unitary pseudogenes that have lost their protein-coding capability during rodent evolution. Consistent with previous reports, a substantial fraction of unitary pseudogenes are expressed despite apparently lacking an open reading frame [28].

The loss of an open reading frame implies that such rodent-specific unitary pseudogenes no longer encode a functional protein and that, if transcribed, conservation of their transcriptional or post-transcriptional regulatory mechanisms is independent of their ancestral coding function. We have shown that despite their loss of protein-coding potential, the ancestral tissue expression patterns and gene expression levels show tendencies to be retained in the rodent transcribed unitary pseudogenes. We have presented evidence that the preservation of ancestral post-transcriptional networks is due, at least in part, to the retention of MREs within competitive endogenous RNA transcripts.

Our analysis of naturally occurring hypomorphs (namely, unitary pseudogenes) has allowed us to infer the relative importance of non-protein to protein encoded functions of a set of mRNAs. For human orthologs of 17 rodent transcribed unitary pseudogenes we have provided evidence that their miRNA decoy functions are unlikely to be subordinate to their protein-coding functions. We tested and validated this prediction using *BCAS4*, an exemplar of one such transcribed unitary pseudogenes. Instead, it appears that the post-transcriptional regulatory roles of some loci can outlive their protein-coding functions, and are sufficiently important for selection against deleterious mutations to maintain their transcription.

Transcription of duplicated and unitary pseudogenes in eukaryotes has been previously proposed to argue for their functionality [41]. A few anecdotal examples have demonstrated that new noncoding functions can arise from pseudogenized protein-coding loci [42,43]. A well-known example of such loci is *Xist*, which arose in eutherians by pseudogenization of a pre-existing protein-coding gene [44] and is essential for X-chromosomal inactivation in early developmental stages in mammalian females [43]. These unitary pseudogenes appear to retain the functions, namely their post-transcriptional miRNA-dependent roles, of their orthologous protein-coding ancestors. It remains unknown whether transcribed pseudogenes more frequently evolve new functions, or retain, at least in part, their preexisting functions. Similar questions have been asked of the evolution of duplicated genes [44], although the lack of duplication of these transcribed unitary pseudogenes has clearly prohibited the partitioning of both ancestral functions.

Our conclusions are based on the analysis of unitary pseudogenes that arose in the common ancestor of rodents. We note that unitary pseudogenes in other mammalian lineages have also been shown to be often transcribed and that crosstalk between transcripts that share MREs has been described in diverse eukaryotic lineages. Consequently, we hypothesize that transcription of expressed unitary pseudogenes led to the preservation of auxiliary post-transcriptional regulatory roles of bifunctional mRNAs.

## Materials and methods

### Annotation of unitary pseudogenes in mouse

Transmap annotations of human mRNAs in the mouse, rat and dog genomes were downloaded from UCSC [45]. To remove misannotations, only protein-coding genes that were also annotated in ENSEMBL build 67 [46] were considered for the remainder of the analysis. Exonerate [31] was used to produce exhaustive 6-frame pairwise alignments between human polypeptides and predicted syntenic regions (plus 5 kb flanking sequences) of mouse, rat and dog genome assemblies. The best pairwise alignment was classified according to the criteria defined elsewhere [32] as representing either a conserved protein-coding gene or a unitary pseudogene. Pairwise alignments between human polypeptides that appeared conserved in dog, but lost in both mouse and rat, were visually inspected to ensure that loss of function mutations arose prior to the last common ancestors of mouse and rat, and that the gene order ('conserved synteny') for the loci flanking the putative rodent-specific loss was conserved across all four mammalian species.

### Gene expression and transcript assembly

Publicly available polyA-selected RNA singlend sequencing reads for mouse and human adult tissues (testis, liver, heart, kidney, brain and cerebellum) from the study of Brawand and colleagues [35] were downloaded from the Short Read Archive [47]. Reads were aligned to the corresponding reference genome using Tophat [48]. A file containing the mapped coordinates of mouse and rat ESTs and mRNA mapped coordinates (downloaded from UCSC [45] on 11 March 2011) was provided to Tophat to facilitate its mapping of reads across splice junctions. Unitary pseudogenes whose predicted genomic location [28] overlapped by at least one sequencing read in at least one tissue were considered to be expressed. For each tissue in mouse, reads mapping to rRNA, tRNA and mitochondrial RNA were masked and the remainder used to assemble, using Cufflinks [36], transcripts *de novo *across the predicted genomic location of unitary pseudogenes. A reference annotation was produced by combining transcripts assembled in the different tissues using Cuffcompare [36]. Mouse transcripts were also assembled using stranded paired-end polyA-selected RNA sequencing reads from the study of Shen and colleagues [37]. Mapped reads for all 19 available tissues and cell lines were downloaded from the Gene Expression Omnibus [49] and assembled, using Cufflinks [36], transcripts *de novo *across the predicted genomic location of unitary pseudogenes. A reference annotation was produced by combining transcripts assembled in the different tissues using Cuffcompare [36].

Mouse and human protein-coding transcript annotations were downloaded from ENSEMBL (build 67) [50]. Total numbers of reads overlapping protein-coding gene constitutive exons or expressed nucleotides within unitary pseudogenes were normalized using TMM (edgeR package) [51]. Briefly, to estimate the normalized library size for each species, it was assumed that 60% of expressed genes were transcribed at similar levels in the two species. The normalized mouse and human library size was used to calculate the expression level (as FPKM) of each locus in each tissue in both species.

We estimated the median expression and tissue specificity across the six mouse adult tissues. We calculated tissue specificity (T*_S_*) values for each tissue and each locus. T*_S _*is defined as the fractional expression of a locus in one tissue relative to the sum of its expression in all tissues. The maximum T*_S _*value (maxT*_S_*) for a locus thus provides an indicator of tissue specificity, with higher values reflecting more tissue-specific expression [52].

### Protein-coding potential of unitary pseudogenes

We calculated and compared the PhyloCSF score [38] for mouse-rat pairwise alignments of transcribed unitary pseudogenes, 1,000 randomly selected protein-coding gene transcripts fragments with a matching size distribution. We also used Coding Potential Calculator [39] to estimate the coding potential of transcribed unitary pseudogenes and 1,000 randomly selected protein-coding gene transcript fragments with a matching size distribution.

### Expression correlation

The Pearson correlation coefficient between expression values across six tissues for a mouse unitary pseudogene and its human protein-coding ortholog was computed. For comparison, the correlation in expression between non-orthologous pairs of randomly selected protein-coding genes and pairs of mouse-human one-to-one orthologs was also estimated. Mouse-human one to one orthologs were downloaded from ENSEMBL [53].

To identify protein-coding genes whose tissue expression is significantly correlated with those of mouse unitary pseudogenes, the Pearson correlation in expression across mouse tissues was calculated for all possible pairs of unitary pseudogene and protein-coding gene loci. Only mouse protein-coding genes with a one-to-one orthologous relationship with genes in the human genome were considered. The associated *P*-value for each correlation was compared to the distribution of *P*-values associated with the correlation of 10,000 pairs of randomized expression vectors. A similar analysis was performed for all human protein-coding orthologs of mouse unitary pseudogenes.

### Prediction of miRNA response elements

The sequences of 3' UTRs of all mouse and human protein-coding genes were downloaded from UCSC [34]. Sequences of mouse and human miRNA families were downloaded from the TargetScan website (August 2010 version) [54]. Only families conserved between mouse and human were considered in the remainder of the analysis. TargetScan (TargetScan_50) was used to predict MREs in mouse and human 3' UTRs and transcribed regions of mouse unitary pseudogenes.

### 5' and 3' RACE

Total RNA from N2A cells was extracted using the RNAeasy kit (Qiagen, United Kingdom) followed by DNAse treatment with the DNA-free kit (Ambion, United Kingdom), according to the manufacturer's instructions. cDNA was prepared using a RACE ready cDNA kit (Clontech, France). PCR amplifications were carried out using primers specific to the 5' and 3' ends of the transcript and 5' and 3' RACE outer primers provided by the manufacturer. PCR reaction products were further amplified using nested sequence primers and 5' and 3' RACE inner primers. The resulting product was purified using PCR cleanup kit (Qiagen), cloned into a TOPO vector (Invitrogen, United Kingdom) and sequenced.

### *Pbcas4 *knockdown

Small interfering RNAs specific to *Pbcas4 *were designed using the small interfering RNA selection program from the Whitehead Institute. As control we randomly permutated nucleotides and chose one oligo (Additional file 9) that had no significant similarity to mRNAs in the mouse genome. Designed small interfering RNAs and scramble control sequences were reverse complemented and the two arms of the hairpin linked by a loop sequence (TTCAAGAGA). Adapters required for cloning were added and the custom made oligos purchased from Sigma-Aldrich (United Kingdom). The HPLC purified oligos were resuspended in water to a final concentration of 100 μM. For each shRNA, 10 μl of forward and reverse oligos were added to 160 μl of annealing buffer (10 mM Tris pH 8, 50 mM of NaCl) and incubated for 5 minutes at 95°C. After cooling to room temperature oligos were phosphorylated using T4 polynucleotide kinase enzyme (New England BioLabs, United Kingdom) and cloned downstream of a U6 promoter from a modified pll3.7 vector (courtesy of Dr Esther Becker).

N2A cells were grown under standard conditions and 24 h before transfection, 1 × 10^5 ^cells/well were plated in six-well cluster culture vessels. Transient transfection of 4 μg of shRNA constructs and scramble control was carried out using Lipofectamine Plus (Invitrogen) in triplicate. Cells were harvested 72 h post-transfection and their RNA extracted using an RNAeasy kit (Qiagen) followed by DNAse treatment with the DNA-free kit (Ambion), according to the manufacturer's instructions. cDNA was prepared as described above and used to assay *Pbcas4 *down-regulation using quantitative PCR. RNA was used for mRNA expression profiling (below). Transfections of *Pbcas4*-shRNA led to a reproducible 50% decrease in expression of this unitary pseudogene in N2A cells.

### mRNA expression profiling

RNA integrity was assessed on a BioAnalyzer; all samples had an RNA Integrity Number (RIN) ≥ 7 (Agilent Laboratories, US). Sense single-stranded DNA was generated from 200 ng starting RNA with the Ambion^® ^WT Expression Kit according to the manufacturer's instructions and fragmented and labeled using the GeneChip^® ^WT Terminal Labeling and Controls Kit. The distribution of fragment lengths was measured on a BioAnalyser. The labeled single-stranded DNA was hybridized to the Affymetrix Mouse Gene 1.0 ST Array (Affymetrix). Chips were processed on an Affymetrix GeneChip Fluidics Station 450 and Scanner 3000. Cel files were generated using Command Console (Affymetrix). Limma, from the bioconductor package, was used to identify differentially expressed genes (Benjamini-Hochberg corrected *P*-value < 0.05) between *Pbcas4 *and scramble vector transfected cells. We considered only probes where variance between conditions exceeded 0.5.

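For the genes selected from these arrays, the variance of the log2 values over the 6 arrays was 0.105 for Il17rd, 0.126 for Bcl2, 0.147 for Pnpla3, 0.161 for Shisa7 and 0.213 for Tapbp, against a median of 0.0255 over all probes. The variance of their 2 condition means was 0.141 for Il17rd, 0.177 for Bcl2, 0.196 for Pnpla3, 0.232 for Shisa7 and 0.252 for Tapbp. A variance over the 6 arrays above 0.5 was found for 439 probes, none of them a probe of these genes, and in limma fitted to those probes alone 1 probe without a gene symbol was lower in the shRNA arrays (adjusted p = 0.0132). The condition means differed by more than 0.5 on the log2 scale for 1843 probes.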

These data are accessible through Gene Expression Omnibus accession number GSE38333.

### Contribution of miRNA binding

Out of 165 genes whose expression was significantly changed upon *Pbcas4 *knock-down in mouse, 84 had a one-to-one orthologous gene in human whose correlation to *BCAS4 *could be determined. Out of the 57 human orthologs of significantly down-regulated mouse genes, 41 were positively correlated in expression with *BCAS4*; 28 would be expected by chance. For comparison a similar analysis was performed for genes significantly up-regulated upon *Pbcas4 *knockdown. Out of the 26 human orthologs, 16 were positively correlated in expression with *BCAS4*. This is not a significant deviation from the 13 that would be expected by chance (*P *= 0.3, binomial test).

### Validation of post-transcriptional regulation by miR-185

N2A and SH-SY5Y cells were prepared 24 h before transfection as described above ('*Pbcas4 *knockdown'). miR-185 mimics and negative control miRNA mimic (50 nM; Applied Biosystems, United Kingdom) were transfected using Lipofectamine^® ^RNAiMAX Reagent (Invitrogen). Cells were harvested 24 h post-transfection. RNA was extracted as previously described. Mature miR-185 was reversed transcribed and quantified, following the manufacturer's instructions, using the TaqMan^® ^MicroRNA Reverse Transcription Kit and Taqman^® ^MicroRNA Assays (Applied Biosystems). Expression level of miR-185 was normalized to 18S rRNA. mRNA expression was detected as described above ('*Pbcas4 *knockdown').

### Statistics

Fisher's exact and Mann-Whitney tests were performed using the R package [55].

## Abbreviations

ceRNA: competitive endogenous RNA; FPKM: fragments per kilobase of sequence per million reads mapped; maxT*_S_*: maximum tissue specificity; miRNA: microRNA; MRE: microRNA response element; RACE: rapid amplification of cDNA ends; RT-PCR: reverse transcription polymerase chain reaction; shRNA: short hairpin RNA; T*_S_*: tissue specificity; UTR: untranslated region.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ACM designed the study and identified and characterized *in silico *and *in vitro *unitary pseudogenes in mouse. LK and AH provided support on modifications to the Gpipe gene prediction pipeline. SL performed gene expression profiling. JT experimentally tested the conserved miRNA decoy function of *Pbcas4*. ACM and CPP wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Rodent-specific unitary pseudogenes**. Click here for file

Additional file 2 **Human CPO peptide complete pairwise alignments**. Click here for file

Additional file 3 **Mouse unitary pseudogene transcripts (mm9) using **[35]. Click here for file

Additional file 4 **Mouse unitary pseudogene transcripts (mm9) using **[37]. Click here for file

Additional file 5 **Codon substitution pattern of unitary pseudogenes**. The coding substitution pattern unitary pseudogene (green) is significantly smaller (***P < 0.001) than that of protein-coding transcript fragments (blue) with matching size. Only transcripts with a sequence allowing reliable prediction of an open reading frame (94 and 722 unitary pseudogenes and protein-coding transcripts, respectively) were considered. Click here for file

Additional file 6 **Unitary transcribed pseudogene and protein-coding expression**. **(a, b) **Median normalized expression (log 2 fragments per kilobase of exon per million read) (a) and maximum tissue specificity (maxT*_S_*) (b) across six mouse adult tissue unitary transcribed pseudogenes (green) and protein-coding genes (blue). Click here for file

Additional file 7 **Expression level and tissue specificity of transcribed unitary pseudogenes**. Click here for file

Additional file 8 **Tissue expression correlation between mouse and human loci**. Distribution of mouse-human expression correlation (Pearson) between 1,000 mouse-human random pairs of non-orthologous protein-coding genes (grey) and mouse unitary pseudogene protein-coding orthologs (green). The *P*-value associated with the comparison between these distributions is 0.23. Click here for file

Additional file 9 **Custom oligonucleotide sequences**. Click here for file

Additional file 10 **Selected protein-coding candidates for validation of miR-185 binding in mouse and humans**. Click here for file

# Supplementary material for: Evidence for conserved post-transcriptional roles of unitary pseudogenes and for frequent bifunctionality of mRNAs
**Source:** Genome Biol. 2012 Nov 15;13(11):R102. doi: 10.1186/gb-2012-13-11-r102
**Supplement:** Additional file 2 — Human CPO peptide complete pairwise alignments.

a. Dog

[illegible]

### b. Mouse

[illegible]

## c. Rat

[illegible]

How the deposited data were processed for this re-analysis (not part of the article)

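Expression was measured in N2A neuroblastoma cells, 72 h after transfection, on 3 Affymetrix Mouse Gene 1.0 ST arrays for the Pbcas4 shRNA construct and 3 for the scramble construct. The values are those deposited by the authors, on the log2 scale, summarized per probe and normalized between arrays; the background correction, summarization and normalization are not named in the sources used here. The scale was checked against the fold changes of Additional file 10, which 2 to the power of the difference between the condition means matched within a factor of 0.977 to 1.03. No further normalization was applied. The 6 arrays were all different from one another.

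Probes were named from the annotation of the array's probes, and 0 of its symbols changed when brought up to date. Probes with several symbols were tested but not counted as genes, which leaves out Gapdh. Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), two-sided, with Benjamini-Hochberg adjustment over all 35556 probes. The study's methods name limma, an adjusted p under 0.05 and a variance between conditions over 0.5; the last was read as a log2 difference over 0.5 between the condition means, because the fold changes of Additional file 10 are too small for a variance above 0.5. Of 524 symbols written into 29 gene lists, 472 matched a measured gene. Lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, and adjusted over the 29 lists. Exact permutation tests were run on single genes. Figures were drawn with matplotlib.

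The lists, the reading of the criterion, the tests and most alternatives were set before the data were examined, as was the rule for naming genes: those the paper names, the 10 called genes with the largest difference in each direction, and up to 4 called members of each list. As limma called no gene, every other gene named was chosen after its values were seen. The fold changes of the genes the paper names had been seen in Additional file 10.

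The arrays carry replicate numbers that neither the labels nor the methods explain. After the construct's mean was taken off, arrays with the same number correlated across probes at 0.291, 0.137 and 0.103, so the numbers were taken to pair the samples and the replicate number was also fitted as a block; shRNA replicate 2 correlated more closely with scramble replicate 3 (0.199). Other alternatives were quantile normalization, centring on the array median, a trended and robust variance, array weights, other readings of the criterion, filters on dim probes, the mean of a gene's probes and leaving out each array in turn. Added after the data were seen were the arrays without both of replicate 1, an unadjusted p under 0.05 with and without the size criterion, array weights without it and the block with an estimated correlation.

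In 5 simulated data sets with the means and residual spread of these arrays, the same fit recovered 84% of changes of 1.5 on the log2 scale and 94.8% of changes of 2, with 36 false calls among 176780 unchanged probes, and camera found a shifted mitosis list in 5 of 5 and also called 3 unshifted lists in those runs. Means and residual SDs hold no correlation between genes, which was estimated at 0.959 in the mitosis list, so these results need not carry over. Arrays give no count of molecules, and their number limits the precision. MREs, human orthologs and the seed sequences of the constructs were not analysed here, and neither were the quantitative PCR and miR-185 experiments.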

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

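The tests on scramble replicate 1, those on the construct's effect, those on slower growth with the neuronal and sympathoadrenal lists and the counts of genes over other splits of the arrays were chosen after the values had been seen. The test on quiescence genes and the count of lists over other splits were set before theirs. The spread given with a median over genes is its standard error with the genes taken as independent, which they are not. It does not measure the variation between arrays.

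Genes outside those the paper discusses differed between the constructs as lists when tested by camera with a preset correlation, and 0 of the 10 lists passed with an estimated one. The median log2 difference, shRNA minus scramble, was 0.73 for mitosis and 0.69 for DNA replication and S phase. It was -0.33 for neuronal differentiation, -0.30 for cholesterol synthesis and SREBP targets and -0.27 for sympathoadrenal and catecholamine genes; with an estimated correlation none of these passed (adjusted p = 0.207 to 0.903). Smaller differences were -0.22 for the interferon response (adjusted p = 0.0043), -0.21 for AMPA receptor and synaptic membrane proteins (adjusted p = 0.0043), -0.16 for FGF and ERK feedback (adjusted p = 0.0406), -0.13 for lysosome and autophagy (adjusted p = 0.0263) and -0.078 for antigen processing (adjusted p = 0.0479). With an estimated correlation the adjusted p of these 5 lists was 0.499 to 0.919. Of these, only the interferon, FGF and lysosome lists had single arrays that overlapped between the conditions. The shRNA mean minus scramble replicate 1 was -0.030 for interferon, -0.066 for FGF and 0.035 for lysosome. Minus scramble replicates 2 and 3 it was -0.32, -0.19 and -0.24. For the AMPA receptor list these values were -0.14 and -0.27, and for antigen processing -0.14 and -0.165. Between the arrays numbered 2 the FGF difference was 0.0057. Shisa7, Il17rd and Tapbp, which the study chose on these arrays, are each 1 member of the AMPA receptor, FGF and antigen processing lists. Leaving out 1 array ended the call for the FGF list without shRNA replicate 1 (adjusted p = 0.857) and without scramble replicate 1 (0.0652), 2 (0.0597) or 3 (0.0547). It ended that for antigen processing without shRNA replicate 1 (0.324), scramble replicate 1 (0.270) or scramble replicate 2 (0.0845), for the interferon list without shRNA replicate 1 (0.348), and for the lysosome list without shRNA replicate 1 (0.348) or scramble replicate 2 (0.218). Medians also moved by over 1.5 times for the interferon list without scramble replicate 1 (-0.34), scramble replicate 3 (-0.095), shRNA replicate 1 (-0.099) or shRNA replicate 2 (-0.37), for the AMPA receptor list without scramble replicate 3 (-0.13) and for the lysosome list without scramble replicate 1 (-0.25) or shRNA replicate 1 (-0.036). The same holds for antigen processing without scramble replicate 1 (-0.13), shRNA replicate 2 (-0.16) or shRNA replicate 3 (-0.14) and for the FGF list without shRNA replicate 1 (-0.027). With array weights the calls for the FGF (adjusted p = 0.108) and antigen processing lists (0.154) also ended.

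Sec31a, a subunit of the COPII coat of vesicles leaving the endoplasmic reticulum, had the widest gap between the conditions of any gene. Its log2 difference was -1.82 (standard error 0.28, adjusted p = 0.340 from limma), at 11.37, 10.63 and 10.17 in the shRNA arrays and 12.54, 12.50 and 12.57 in the scramble arrays.

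Scramble replicate 1 lay near the shRNA arrays: over 39 cell cycle genes it was a median of 0.996 above scramble replicates 2 and 3 on the log2 scale. Over these genes shRNA replicate 1 was 0.163 above shRNA replicates 2 and 3, which argues against a shared batch of the arrays numbered 1 as large as 0.996. A rescaling of whole arrays, which moves no gene's rank, is argued against by their percentile within the array, a median of 11.2 higher in scramble replicate 1 (spread 0.871). A smaller shared batch stays open. The arrays numbered 1 had the highest correlation of deviations (0.291). Both lay lowest of their condition for the interferon (7.93 and 8.24) and neuronal lists (11.06 and 11.30). They shared an extreme of their condition in most lists. They were also lowest for glycolysis, FGF, AMPA receptor and lysosome lists among others, and highest for mitosis, S phase, oxidative phosphorylation and neural progenitor genes. The antigen processing, cholesterol, histone, heat shock, microRNA, macrophage, epithelial, glial and olfactory receptor lists did not share one. Neither did the sympathoadrenal list, where only shRNA replicate 1 was the highest of its condition (10.18). A mislabelled sample stays open: among 200 genes that part the conditions most widely without it, scramble replicate 1 was nearer the scramble mean in 15%, against 5.5% to 55.5% for an shRNA array left out in the same way and 91.5% and 97.5% for scramble replicates 3 and 2. As these genes were chosen on scramble replicates 2 and 3, the test cannot tell a wrong label from slower growth of those cultures. Against a wrong label stand the paper's quantitative PCR, which reports a reproducible decrease of Pbcas4 in the shRNA transfections without values per array, and the sympathoadrenal genes, whose mean of 10.52 in scramble replicate 1 lay 0.34 above the highest shRNA array (SD of the shRNA arrays 0.07). Over the 29 lists, shRNA replicates 1 and 2 lay outside the other 2 shRNA arrays and scramble replicate 1 by up to 0.30 (interferon, SD of those 3 arrays 0.12) and 0.29 (glycolysis, SD 0.10), so a distance of that size does not settle the label.

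By condition mean, the cell cycle lists were higher and the neuronal lists lower in the shRNA arrays. Against scramble replicate 1 the cell cycle genes differed by a median of 0.0134 and against scramble replicates 2 and 3 by 1.06. For the neuronal genes these medians were -0.143 and -0.414, and for the sympathoadrenal genes -0.221 (spread 0.135) and -0.315 (spread 0.153), while the means of the sympathoadrenal list gave -0.399 and -0.392. Within the replicate numbers, taken as pairs, shRNA minus scramble had one sign: 0.12, 0.81 and 1.13 for mitosis, 0.14, 0.73 and 1.29 for S phase, -0.24, -0.31 and -0.40 for neuronal and -0.34, -0.46 and -0.39 for sympathoadrenal genes. For the neuronal and sympathoadrenal lists the arrays of the conditions did not overlap, so any pairing would give one sign. As the label of scramble replicate 1 is open, an effect of the construct and a difference between cultures cannot be told apart for the cell cycle and neuronal lists. Slower growth of the cultures of scramble replicates 2 and 3 was weighed with 10 FOXO targets and quiescence genes, which dividing cells hold low. They were a median of 0.195 higher there than in scramble replicate 1 (spread 0.110, 8 of 10 higher), and the neuronal genes 0.220 higher (spread 0.069). Most of the quiescence genes were also higher in shRNA replicates 2 and 3 than in shRNA replicate 1, with Btg1 and Cdkn1b lower. Txnip, for example, was at 11.48 and 11.08 against 10.33. Cell cycle genes differed by only 0.163 there, so these values cannot tell slower growth from a shift shared by the arrays numbered 1. The sympathoadrenal list does not decide on slower growth either: its mean in scramble replicate 1, 10.52, lay between those in scramble replicates 2 and 3, 10.59 and 10.44. Over its genes these were a median of 0.0903 above scramble replicate 1 (spread 0.0967, 9 of 16 higher), which neither excludes nor supports slower growth, and whether the construct lowered this list stays open with the label.

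The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 10 lists and the highest other 13, with shRNA replicates 1 and 3 and scramble replicate 3 together. At an unadjusted p under 0.05 with the size criterion, the real split gave 760 genes and the highest other 1105, with shRNA replicates 1 and 3 and scramble replicate 1 together. With array weights the real split gave 1347 genes and the highest other 0, and without weights limma called 0 genes in the real split and in the others.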

How the results depend on the processing

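The count without both arrays numbered 1, those at an unadjusted p, array weights without the size criterion and the block with an estimated correlation were chosen after the data were seen. The count of called genes was 0 under every setting run except array weights, with 1347 genes (692 higher, 655 lower), and an unadjusted p under 0.05, with 760 (364 higher, 396 lower). Without the size criterion these became 2898 (1594 higher, 1304 lower) and 2380 (1261 higher, 1119 lower). With the replicate number as a block, limma called 0 genes and 1 probe without a symbol (adjusted p = 0.0174). Leaving out each array in turn gave 0 to 0 called genes in either direction, with a lowest adjusted p of 0.0614 without scramble replicate 1 and 0.839 without scramble replicate 3, and 0.0891 without both arrays numbered 1. The share of called genes that were lower was 48.6% with array weights (exact binomial p = 0.327) and 45.0% without the size criterion (p = 7.8e-08), and at an unadjusted p it was 52.1% and 47.0% (p = 0.00384); it had no value where no gene was called. The count of lists, 10, became 0 with an estimated correlation, 1 with fry and 0 with the block and an estimated correlation; it was 11 with the block and camera's preset correlation (glycolysis and hypoxia added, adjusted p = 0.0073) 9 with the mean of a gene's probes (antigen processing lost, adjusted p = 0.0637) and 7 to 12 with each array left out. With array weights, and without both arrays numbered 1, 10 lists passed, 8 of them shared with those reported; the FGF and antigen processing lists were lost in both. The median log2 difference of the genes the paper names was -0.73 to -0.54 with each array left out. The direction of the median of each of these 10 lists, and of each of 66 genes examined one by one, was kept under the settings run for them, and 61 of the 66 passed with array weights. Among the lists that did not pass, camera's direction for p53 targets went from higher to lower with the block. Why array weights changes the calls was not tested. Comparisons of MREs and of seed words of the constructs were not run, as no genome was used here. Olfactory receptor genes, taken as background, had array medians of 5.36 to 5.41, and differences cannot be read for genes near that level.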

Differences from the paper's values

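The tests here were set before the data were examined, apart from the counts at an unadjusted p and those with array weights without the size criterion. The paper's count of differentially expressed genes is 165, and limma called 0 here at the paper's adjusted p under 0.05 with the criterion of 0.5 read as a log2 difference (760 genes at an unadjusted p under 0.05 with the same criterion). The paper's count of down-regulated genes is 96, against 0 here. Of the alternatives set before the data were examined, none gave counts near the paper's: array weights gave 1347 genes, 655 of them lower, and every other setting gave 0. An unadjusted p under 0.05, chosen after the values were seen, gave 760 genes, 396 of them lower, and dropped 0 of the 5 genes the paper selected.

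The paper states that most of the genes were down-regulated; at an unadjusted p under 0.05 with the size criterion, a setting chosen after the values were seen, 52.1% of genes were lower (exact binomial p = 0.261) and 58.2% of probes (659 of 1133, exact binomial p = 4.3e-08), and 48.6% of genes were lower with array weights. Without the size criterion, also chosen after the values were seen, 47.0% of genes were lower at an unadjusted p (exact binomial p = 0.00384) and 45.0% with array weights (exact binomial p = 7.8e-08), so that most genes were higher. Counted as probes, 1837 of 3605 were lower at an unadjusted p and 1994 of 4230 with array weights. With array weights and the size criterion, 998 of 1980 probes were lower. The share thus depends on the size criterion and on whether genes or probes are counted, and neither genes nor probes are independent of one another. The paper states that the 5 selected genes were significantly down-regulated. Here they were lower by linear factors close to the paper's in Additional file 10 (ratios of 0.977 to 1.03), with an adjusted p of 0.344 to 0.393. With array weights, Bcl2, Pnpla3, Shisa7 and Tapbp were called (adjusted p = 0.0172 to 0.0192), and Il17rd had an adjusted p of 0.0227 with a log2 difference of -0.44, under the size criterion, so that it passed only without that criterion (2898 genes, 1304 of them lower, a setting chosen after the values were seen).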

Other observations

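The test on targets of REST was set before its values were seen; the genes named here were chosen after theirs, and 0 of them passed limma over all genes.

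Among genes of the sympathetic lineage chosen after their values were seen, Npy, a peptide released with noradrenaline, had a log2 difference of -1.15 (standard error 0.17, adjusted p = 0.340 from limma). Slc18a2, the vesicular monoamine transporter of neurons, was at 12.33 and 13.02 (log2 difference -0.69, and -0.45 without shRNA replicate 1), and Dbh, which makes noradrenaline, at 10.31 ± 0.85 and 11.65 ± 0.56 (SD, n = 3 each), with values that overlapped between the conditions. Other genes of the lineage did not share this direction: the log2 difference was 0.34 for Ddc and 0.05 for Phox2a. Ache, acetylcholinesterase, had a log2 difference of -1.69 (standard error 0.40). The largest positive difference was that of Mybl2, a transcription factor of the cell cycle (log2 difference 1.30, standard error 0.46), which was at 10.75 in scramble replicate 1, near the shRNA arrays at 10.92 to 11.07, and whose difference was 0.81 without scramble replicate 3.

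In the Bcl2 family, which as a list did not pass (adjusted p = 0.618, 5 genes higher and 9 lower), Bcl2 was lower and Bak1, a promoter of apoptosis, was higher when adjusted over the list alone (log2 difference 0.74 for Bak1, standard error 0.15). In the interferon list, Irf1, a transcription factor of that response, was lower when adjusted over the list alone (log2 difference -0.48, standard error 0.09). The size of the Irf1 difference depended on the processing, as it ranged from -0.52 to -0.26 over the settings run. Of 13 measured genes next to the Pbcas4 locus (list adjusted p = 0.914, 7 higher and 6 lower), Tshz2 was lower (log2 difference -0.58) and Pard6b higher (log2 difference 0.53) when adjusted over the list alone. Of 12 histone genes (list adjusted p = 0.168), 10 had a higher mean in the shRNA arrays, with a median log2 difference of 0.22. This direction rests on single arrays: the list mean in scramble replicate 1, 10.59, lay above each shRNA array (10.30 to 10.46), the differences within the replicate numbers were -0.25, 0.17 and 0.67, and the median was 0.046 without scramble replicate 3 and 0.37 without scramble replicate 1. H1f2, a linker histone, was lower when adjusted over the list alone (log2 difference -0.70, standard error 0.09). Of 20 genes of microRNA biogenesis and silencing (list adjusted p = 0.146), 7 were higher and 2 lower at an unadjusted p under 0.05. The highest among them was Ago1, an Argonaute protein (log2 difference 0.54, standard error 0.13). The mean of this list in scramble replicate 1, 10.987, lay above each shRNA array (10.893 to 10.981). The differences within the replicate numbers were -0.015, 0.20 and 0.11.

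The other lists did not pass camera. The adjusted p was 0.893 for p53 targets, 0.755 for the unfolded protein response, 0.315 for lipogenesis, 0.755 for cytosolic ribosomal proteins, 0.755 for oxidative phosphorylation, 0.127 for glycolysis and hypoxia, 0.755 for heat shock proteins, 0.279 for immediate early genes, 0.587 for neural progenitor genes and 0.587 for oxidative stress genes. It was 0.665 for fibroblast, 0.755 for macrophage, 0.951 for epithelial and 0.618 for glial markers and 0.997 for olfactory receptors. The median and the test's direction differed in sign for the unfolded protein response, ribosomal proteins and heat shock proteins, whose medians were 0.0024, 0.0043 and -0.013, and the median and mean for p53 targets (0.0020 and -0.050).

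Repression by REST, a repressor of neuronal genes, is a candidate explanation for the lower mean of neuronal genes such as Chgb. None of these genes passed limma over all genes, and neurosecretory genes were not tested as a list. Rest was at 9.91 ± 0.12 (SD, n = 3) in the shRNA arrays and 9.00 ± 0.30 (SD, n = 3) in the scramble arrays, a log2 difference of 0.91 (adjusted p = 0.344 from limma). Of 22 known targets of REST outside the other lists, 19 were measured, and their median log2 difference was -0.0989 (spread 0.0752), with 14 of 19 below 0. This is the direction the hypothesis predicts, but any other cause that lowers neuronal genes predicts it too. Neuronal genes that REST does not target were not compared, so the test cannot favour repression by REST. The size also depends on single arrays: the median was -0.0586 without scramble replicate 3 (spread 0.0572), -0.186 without shRNA replicate 2 and -0.161 without scramble replicate 1, and it stayed below 0 with each array left out. Camera gave these targets p = 0.00383 with the preset correlation (p = 0.0770 without shRNA replicate 1) and p = 0.166 with an estimated one, and the doubt about scramble replicate 1 applies here too. Against scramble replicate 1 alone the median was -0.134, with 11 of 19 below 0.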
